# Distinct vascular genomic response of proton and gamma radiation—A pilot investigation

**DOI:** 10.1371/journal.pone.0207503

**Published:** 2019-02-11

**Authors:** Emanuela Ricciotti, Dimitra Sarantopoulou, Gregory R. Grant, Jenine K. Sanzari, Gabriel S. Krigsfeld, Amber J. Kiliti, Ann R. Kennedy, Tilo Grosser

## Abstract

The cardiovascular biology of proton radiotherapy is not well understood. We aimed to compare the genomic dose-response to proton and gamma radiation of the mouse aorta to assess whether their vascular effects may diverge. We performed comparative RNA sequencing of the aorta following (4 hrs) total-body proton and gamma irradiation (0.5–200 cGy whole body dose, 10 dose levels) of conscious mice. A trend analysis identified genes that showed a dose response. While fewer genes were dose-responsive to proton than gamma radiation (29 vs. 194 genes; *q*-value ≤ 0.1), the magnitude of the effect was greater. Highly responsive genes were enriched for radiation response pathways (DNA damage, apoptosis, cellular stress and inflammation; *p*-value ≤ 0.01). Gamma, but not proton radiation induced additionally genes in vasculature specific pathways. Genes responsive to both radiation types showed almost perfectly superimposable dose-response relationships. Despite the activation of canonical radiation response pathways by both radiation types, we detected marked differences in the genomic response of the murine aorta. Models of cardiovascular risk based on photon radiation may not accurately predict the risk associated with proton radiation.

## Introduction

Radiotherapy is a widely used cancer treatment resulting in the exposure to ionizing radiation of nearly half a million Americans every year. Therapeutic gamma irradiation that includes the heart and aortic arch in the radiation field is associated with increases in the rates of myocardial infarction, congestive heart failure, valve disease and arrhythmia [1–3]. These complications may have long latency times but continue to rise over decades after the initial treatment [4–6] in a radiation dose-dependent fashion [7–9]. The dose-response relationship for major cardiac events, such as myocardial infarction, is linear and appears to have a threshold dose to the heart in childhood cancer survivors [10]. In breast cancer survivors the rate of major coronary events increased linearly with the mean radiation dose to the heart (between 1.4 to 15.8 Gy) and was independent of preexisting cardiovascular risk factors [6].

While the underlying molecular mechanisms of gamma radiation-induced cardiovascular disease are not fully understood, inflammatory responses [11,12] are thought to be an important common feature of the enhanced likelihood of thrombosis [13], accelerated atherosclerosis [11,14], and impaired cardiac function [15]. Gamma radiation-induced experimental atherosclerosis is characterized by vessel wall lesions rich in inflammatory cells [11,12,16]. Other processes driving the vascular pathology are thought to involve endothelial damage [14,15], induction of apoptosis [17,18] and premature cellular senescence [19].

Proton beam therapy has emerged as an alternative to gamma radiotherapy for the treatment of some types of cancer. Its therapeutic use is motivated primarily by an inverted depth-dose profile, the so-called Bragg peak; the proton stops at a specific tissue depth determined by its energy [20]. These physical proprieties of proton beams can be exploited to reduce exposure of healthy tissue, such as the heart and the vasculature, by targeting the administered dose more specifically to the tumor [21,22]. While reducing exposure of heart and blood vessels can be reasonably expected to translate into a decrease in acute and chronic toxicity compared with photon radiation [23–26], the dose response relationship between proton irradiation and cardiovascular complication rate has not been established. Prospective investigations comparing the cardiovascular effects of proton beam therapy with conventional photon irradiation have not yet been reported and it is currently unknown whether protons and photons induce similar pathological mechanisms in cardiovascular tissue despite their distinct physics.

Generally, the molecular response following proton radiation-exposure is less well characterized than that of gamma radiation-exposure, because of the limited availability of proton beams for research on model organisms. A small number of studies have directly compared the biological effects of proton and gamma radiation in vivo, but they did not focus on the vasculature. Mice and ferrets respond with a dose-dependent reduction of peripheral blood cell counts to both proton radiation and gamma radiation [27–29]. However, gene expression analysis revealed that the molecular changes associated with the apoptotic response varied greatly between proton and gamma radiation in a tissue- and dose-dependent manner [30]. Gamma radiation uniquely triggered a stress-response that mediates apoptosis partially independent of the extent of DNA damage. In contrast, proton radiation was associated with increased DNA damage and DNA damage-repair in comparison to exposure to gamma radiation [30]. Differences between the radiation types in their effect on gene expression may translate into functional differences. For example, in a three dimensional tissue culture model of endothelial tube formation, protons had a more pronounced dose-dependent effect on vessel structure than gamma photons at equal physical doses [31].

Thus, we hypothesized that the distinct physical interactions of photon and proton radiation with living cells and/or distinct dose response relationships differences might result in detectable differences in the genomic response in blood vessels in vivo. We performed a comparative transcriptome analysis of the early (4 hrs) dose response of the mouse aorta to proton and gamma radiation. While both radiation types activated the core pathways of the early cellular radiation response, we detected marked differences in the genomic response. Thus, it seems plausible that the downstream pathological processes initiated in blood vessels by the induction of gene expression may differ between protons and photons in quality and timing.

## Materials and methods

### Mice

Ten to twelve week old male C57Bl/6 mice (Jackson Laboratory, ME) were housed in a controlled environment with regard to light, temperature and humidity in the animal facility of the University of Pennsylvania. All mice had free access to food and water. Mice were euthanized through carbon dioxide induced asphyxiation following radiation exposure. Animal care and the experimental protocol were approved by the Institutional Animal Care and Use Committees of the University of Pennsylvania.

### Proton and gamma irradiation

Mice were exposed to ten densely spaced total-body doses of gamma radiation or high energy protons: 0 cGy, 5 cGy, 10 cGy, 25 cGy, 50 cGy, 75 cGy, 100 cGy, 125 cGy, 150 cGy, 200 cGy (N = 10 mice per radiation type, one mouse per dose level). This is a more efficient experimental design than using fewer dose levels with multiple replicates per dose level (see ‘Statistical Analysis’). Proton radiation was performed using a proton beam produced by the IBA cyclotron system at the Roberts Proton Therapy Center at the University of Pennsylvania at a dose rate of 0.5 Gy/min. The 230 MeV proton beam derived from the cyclotron was reduced using the energy selection system to a nominal energy of 151 MeV or range of 16 cm water equivalent thickness (WET). The reduced beam was delivered in double scattering mode with a spread out Bragg peak (SOBP) modulation width of 5 cm. A 23 cm × 17 cm opening in the tungsten multi-leaf collimator shaped the beam to a useable field size (>95% of uniform dose within the flat region) of 20.6 cm × 17 cm at the gantry isocenter. The mouse enclosures were arranged so that they formed a 16.4 cm × 14.2 cm target area. The center of the enclosure array was placed at the gantry isocenter with an additional 11 cm WET of Solidwater (Gammex, Inc.) placed directly in front of the enclosure array, further reducing the proton beam energy to approximately 74 MeV or range of ~4.5 cm WET. Five centimeters of Solidwater were placed directly behind the enclosure array. The mouse enclosures were irradiated with a range of proton energies forming the uniformly modulated dose region of the SOBP. The dose averaged linear energy transfer (LET) of the proton radiation is low (10 keV/μm) within the mid-SOBP where the mice are located and rises to higher LET (> 10 keV/μm) towards the downstream edge of the SOBP, which lies beyond the mouse enclosures [32]. Dosimetry verification was performed before the irradiations with a 2D ion chamber array (I’mRT MatriXX, IBA Dosimetry) placed at a depth of 13.3 cm WET. These irradiation conditions result in a homogeneous dose distribution of SPE-like proton irradiation in the mice. Mouse proton irradiations at the Roberts Proton Therapy Center have been described previously [28,33,34]. Total-body gamma radiation was delivered from a 137Cs gamma source (Shepherd Mark I Irradiator) at the University of Pennsylvania at a dose rate of 39.25 cGy/min. All mice were restrained in custom-designed, aerated plexiglass chambers, including sham irradiated control mice (0 cGy) which were placed in the gamma or proton irradiators, but not exposed to radiation. Chambers were stationary during the radiation exposure. Mice were not anesthetized and to reduce diurnal variation, proton and photon doses were administered at the same time of the day within a 6 hour time window and in randomized order. There was no difference in the body weight between mice exposed to the gamma or proton radiations (25.4±0.6 *vs* 26.7±0.5 gr, respectively in mice irradiated with gamma or proton radiations). All animals were sacrificed four hours following irradiation. Thoracic aorta, liver, heart and kidney were quickly excised while flushing the thorax and abdominal cavity with ice-cold phosphate buffered saline and snap-frozen in liquid nitrogen.

### RNA sequencing

Total RNA from aortas were isolated using Trizol and Qiagen RNeasy and the RNA integrity was checked on an Agilent Technologies 2100 Bioanalyzer. RNA-seq of 20 samples on Illumina HiSeq2500 system was performed, using the Illumina TruSeq RNA Sample Preparation Kit and SBS Kit v3. Samples were handled in a blinded fashion during the library preparation and sequencing process. Ribosomal RNA was depleted using a polyA selection protocol.

### RNA-seq analysis

Raw RNA-seq reads were aligned to the mouse genome build mm9 by STAR version 2.5.2a [35]. The dataset contained about 6,416,284 sense and 47,258 antisense paired-end stranded 100bp reads, per sample. Data were normalized and quantified at both gene and exon-intron level, using a resampling strategy implemented in the PORT pipeline v0.8.2a-beta [36]. A trend analysis (as described in the ‘Statistical Analysis’ section below) was performed to identify genes that showed a dose response.

### Quantitative Reverse Transcriptase (RT-) PCR

Total RNA from various tissues (lung, liver, heart and kidney) was isolated using the Trizol and Qiagen RNeasy Kit. Reverse transcription was performed using an RNA-cDNA kit (Applied Biosystems, Carlsbad, CA). Real-time PCR was performed using ABI Taqman primers and reagents on an ABI Prizm 7500 thermocycler according to manufacturer’s instructions. The following primers were used: apoptosis enhancing nuclease (Aen, Mm00471554_m1), cyclin-dependent kinase inhibitor 1a (Cdkn1a, Mm00432448_m1), epoxide hydrolase 1 (Ephx1, Mm00468752_m1) and solute carrier family 19 member 2 (Slc19a2, Mm01290461_m1). All mRNA measurements were normalized to GAPDH mRNA levels (Mm99999915_g1).

### Statistical analysis

Frequency distribution of the differences between ranks of gene expression were plotted to visualize global differences between radiation types at each dose level. The genes were sorted by descending expression value, ranked by row number, and sorted by the difference in ranks between proton and gamma radiation.

The experimental design used 10 densely spaced dose levels with one mouse per dose. The dose response, measured as the expression trend across doses, was the primary outcome. Such design provides greater statistical power in gene expression profiling than fewer dose levels with more replicates per dose level [37]. For example, ten dose levels with one mouse each would provide 80% power to detect a correlation between dose and gene expression of r > 0.95 (Spearman) with an uncorrected p value of ~0.0002. However, here we applied a more robust trend analysis to capture a broader dose-response and conducted a permutation based, non-parametric test for slopes significantly different from horizontal. The trend analysis was performed with two statistics: the number of steps in the same direction (up or down), between consecutive levels of radiation and the slope of the line fitted to the data. Significance was assessed with a permutation distribution obtained by permuting the radiation dose levels thousands of times and for each permutation computing the maximum value of the statistics over all genes. By using the maximum values of the statistics, the tail probabilities of the permutation distribution are automatically corrected for multiple testing. The analysis was performed on sense and antisense signal, for both gene and intron levels. We identified the genes with *q*-value ≤ 0.1. The antisense signal showed no significant findings at this level; thus, only sense signal results are reported. Differences between increasing doses (*q*-value ≤ 0.1) were visualized by plotting the empirical cumulative distribution (eCDF) of the gene expression ratio (expression value at each dose in cGy divided by expression value at 0 cGy) as a non-parametric estimator of the underlying CDF [38].

For more targeted comparison between the two radiation types, we identified the intersection of the genes that were highly responsive to increasing doses (e.g. using a filter of *q*-value ≤ 0.1) in both conditions. Furthermore, we performed a dose response analysis for the 19 genes upregulated by both radiation types. Four of these genes were validated with quantitative RT-PCR, in terms of the mean expression for each radiation dose, the radiation type and the cellular localization.

Enrichment analysis was done using the Ingenuity Knowledge Base (www.ingenuity.com). We ranked genes with a dose-dependent increase in expression by their *q*-value for dose-responsiveness (calculated by trend analysis, see above) and performed pathway enrichment analyses on the top 300 genes in each radiation group. Pathways with a *p*-value ≤ 0.01 (by Ingenuity Pathway Analysis) are reported. Raw data were deposited in Gene Expression Omnibus (NCBI) under accession number GSE105266 (S1 and S2 Tables).

## Results

### Vascular gene expression

#### Global comparison between proton and gamma radiation

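RNA sequencing of the thoracic aorta covered 20 male C57BL/6 mice, 10 exposed to protons and 10 exposed to gamma rays, with whole-body doses of 0, 5, 10, 25, 50, 75, 100, 125, 150 and 200 cGy. Each dose was given to 1 mouse of each radiation type, and tissue was taken 4 h later. There was therefore no replicate of a dose within a radiation type, and the comparisons rest on trends across the 10 doses and on the pairs of mice that received the same dose. The authors aligned the reads to mouse genome build mm9 and resampled the libraries to one depth with the PORT pipeline before they deposited sense-strand counts for 21078 genes. The counts of a mouse summed to between 6051657 and 6057967 after proton radiation (median 6056481.5) and to between 6055666 and 6058006 after gamma radiation (median 6057142.5). The paper's stated depth is about 6416284 sense reads per sample, and the values given here use the sums of the deposited counts. Between 15800 and 16949 genes had at least 1 count in a mouse, and the smallest share that 3 counts can show was 4.95e-05% of a library. Counting error alone is covered by such floors, because reads without molecular identifiers are not independent molecules. Dose responses were tested on the 13124 genes with a mean count of at least 5.

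The log2 slope of each gene on dose was fitted with edgeR's quasi-likelihood test, TMM normalization and a separate intercept and slope for each radiation type, and is given per 100 cGy. The second test asked less of the shape of the response. It took the Spearman rank correlation of a gene's count with dose and an exact one-sided permutation p over all orders of the 10 doses. Both sets of p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.1.

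Libraries differed in a property that followed dose. For each mouse, the deviation of every gene from its own mean was correlated with the GC content of its longest protein-coding transcript, over 9702 genes with a mean count of at least 50. This correlation across genes, which are not independent replicates, lay between -0.469 and -0.421 in the 4 mice given 150 or 200 cGy and between -0.0177 and 0.364 in the other 16 mice. The paper names no preparation or sequencing batch, so the highest doses and a technical difference between libraries cannot be told apart by comparing these groups.

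**Figure D1:**
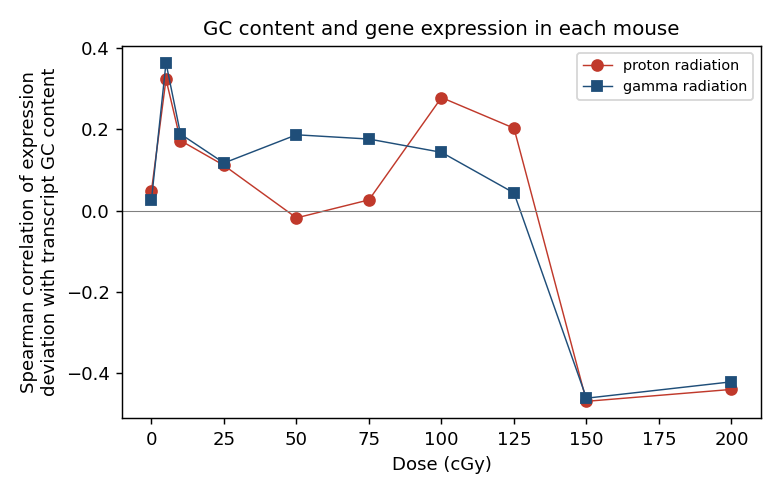
Spearman correlation between expression deviation and transcript GC content in each mouse, plotted against dose in cGy for proton and gamma radiation, with 1 point per mouse. The 4 mice at 150 and 200 cGy sit between -0.469 and -0.421, below all others.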

We studied the comparative dose-response (0.5–200 cGy whole body dose) of aortic gene expression four hours following high energy proton or gamma irradiation. As an initial, qualitative comparison, we plotted the frequency distributions of the differences in gene expression ranks between proton and gamma radiation *(Δ expression rank*) at each dose (Fig 1). Narrow distributions of *Δ expression rank* indicate that the impact on gene expression of a physical dose is similar between radiation types.

**Fig 1:**
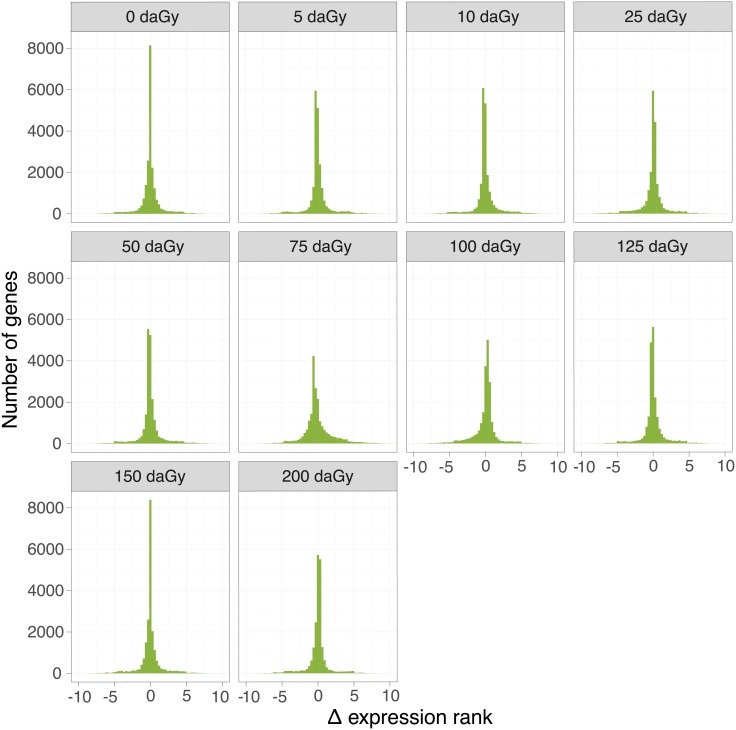
Comparison of the global genomic effects of proton and gamma radiation. Frequency distributions of the difference between expression ranks between proton and gamma radiation were plotted at each physical dose.

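Ranks were taken over all 21078 genes in each mouse. The median absolute Δ expression rank between the proton and the gamma mouse of the same dose was smallest at 200 cGy, with 252.5 ranks, and largest at 75 cGy, with 695 ranks. Its median over the 10 doses was 286.5. At 0 cGy, where neither mouse was irradiated, it was 281. The next largest value after that at 75 cGy was 441, at 100 cGy. Mice of the same radiation type at neighbouring doses differed by medians of 253 to 783 ranks after proton radiation and of 217 to 417 ranks after gamma radiation. The 2 largest values between proton neighbours, 649 and 783, both involved the proton mouse at 75 cGy, and the next was 405 ranks. The largest value between neighbours without this mouse was 417. At 100 cGy the difference of 441 between radiation types exceeded it over all genes, but with a mean count of at least 5 the difference was 388, against 421 between the proton mice at 125 and 150 cGy, and with at least 50 it was 342, against 398. Restricting the ranks to genes with a mean count of at least 50 moved the median over doses most, to 256.5. No test across genes was applied to these distributions.

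**Figure D2:**
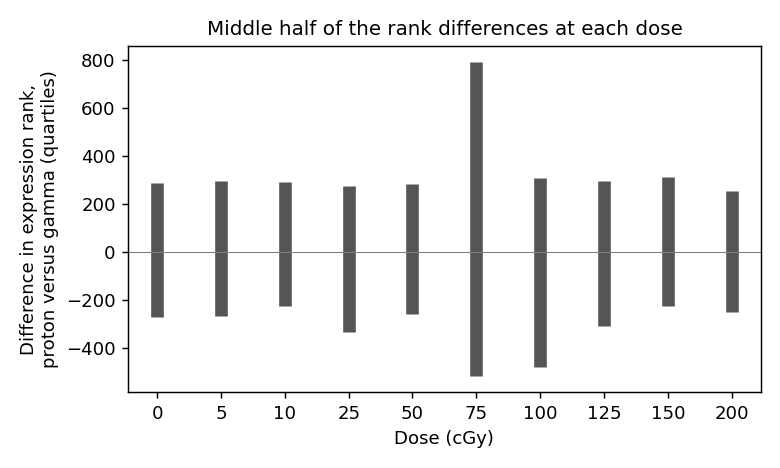
Middle 50% of the differences in expression rank between the proton and gamma mouse at each dose, with bars from the lower to the upper quartile over 21078 genes. The bar at 75 cGy reaches from -520 to 795, and the bar at 200 cGy from -252 to 253.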

#### Number of dose responsive genes

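In the exact permutation test of the rank correlation, 250 genes increased with dose after gamma radiation and 26 after proton radiation at an adjusted p of 0.1. At an adjusted p of 0.5, 0.4, 0.3 and 0.2, the numbers were 3188, 2310, 1646 and 898 after gamma radiation and 116, 81, 57 and 47 after proton radiation. At 0.05 they were 86 and 11. Without adjustment, 1908 genes after gamma radiation and 934 after proton radiation had an increasing trend with a p under 0.05. The edgeR slope passed the adjusted p of 0.1 upward in 714 genes after gamma radiation and in 210 genes after proton radiation, of 13124 tested. Doses were also reordered within each radiation type, in 100 orders with the real one included. As many increasing genes were found in edgeR in 11 orders for proton radiation and in 1, the real one, for gamma radiation. The edgeR number for proton radiation therefore cannot be told apart from chance.

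The numbers depended on how dose and trend were expressed. Counting upward steps between consecutive doses, 1 of the paper's statistics, with the same exact permutation test gave 0 genes for both radiation types. The maximum of the rank correlation over all genes in each permutation, the form of correction that the paper describes, gave 5 genes after proton and 3 after gamma radiation. Of the other settings that used all mice and all doses, a slope on log2(dose + 1) lowered the edgeR numbers most, to 38 genes after gamma radiation and 22 after proton radiation, and 1 surrogate variable raised them most, to 1218 and 525. The number was larger after gamma radiation than after proton radiation under all edgeR alternatives that used the 20 mice.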

Trend analysis across the 10 doses revealed that fewer genes increased dose-dependently in response to proton radiation than gamma radiation (Table 1). The average fold change indicate that the expression of the two irradiation types is similar, and are consistent with the observed global genomic effects shown in Fig 1. 

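The expression ratio of a gene was taken as its count at a dose over its count at 0 cGy in the same radiation type, averaged over genes and then over the 9 irradiated doses. For the 29 genes of the paper's proton list it was 2.86 ± 1.41 (SD over 9 doses, 1 mouse each) after proton radiation. For the gamma list it was 1.47 ± 0.384 (SD over 9 doses) after gamma radiation, over the 193 genes with a count above 0 in the sham-irradiated gamma mouse. Among all genes with a mean count of at least 5 and a sham count above 0, the ratio was 1.12 ± 0.282 (SD) after proton radiation and 1.06 ± 0.0598 (SD) after gamma radiation. The proton value and its SD rest on the mouse at 75 cGy, with 1.87, against 0.995 to 1.05 at the other proton doses. With the median over genes in place of the mean, the lists gave 1.86 after proton and 1.24 after gamma radiation. When the ratio was formed from log2(count + 1) values, the lists gave 1.31 after proton and 1.07 after gamma radiation. The paper's average fold changes at this threshold are 1.024 and 1.013. The paper does not say how these were formed, so they may be another measure than the ratios given here.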

At a of *q*-value ≤ 0.1, 29 genes responded with a dose-dependent increase in expression to proton radiation and 194 genes to gamma radiation (Fig 2; S3 and S4 Tables). 

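Of the 29 genes in the paper's proton list, 25 were among the 26 genes that the exact permutation test called after proton radiation. Of the 194 genes in its gamma list, 192 were among the 250 called after gamma radiation. With edgeR, 26 genes of the proton list and 154 of the gamma list passed the adjusted p of 0.1 over all genes in their own radiation type. Adjusted over the list alone these numbers were 29 and 191, which shows no stability because the lists were drawn from the same mice.

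The genes in only 1 of the lists were followed in the other radiation type. The per-mouse mean log2(count + 1) of the gamma list genes outside the proton list rose by 0.39 per 100 cGy of gamma radiation and by 0.20 per 100 cGy of proton radiation (permutation test with 100000 dose orders, two-sided, p = 0.00101 for proton radiation). The median edgeR slope of these genes after proton radiation was 0.18, and it was 0.08 after the correction for GC content and gene length and 0.06 over 0 to 125 cGy. The 10 genes of the proton list outside the gamma list rose by 0.55 per 100 cGy of protons and by 0.41 per 100 cGy of gamma rays (p = 0.00148 for gamma radiation, same permutation test). With the proton and gamma mouse swapped within doses in all possible ways, the slope difference of the gamma-only genes, proton minus gamma, was -0.18 (exact permutation test, two-sided, p = 0.00195, the smallest that the swaps can give, and 0.0312 after Benjamini-Hochberg adjustment over 16 gene sets). For the proton-only genes it was 0.15 (exact permutation p = 0.182, adjusted 0.469). These genes were chosen for a trend in 1 radiation type, which by itself favours a larger slope in that type. Gene by gene, the edgeR test of the difference between the proton and gamma slopes passed the adjusted p of 0.1 for 0 of 13124 genes, and 254 genes had an unadjusted p under 0.05. A comparison of proton with gamma mice at matched doses likewise gave 0 genes, with 1032 at an unadjusted p under 0.05.

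**Figure D3:**
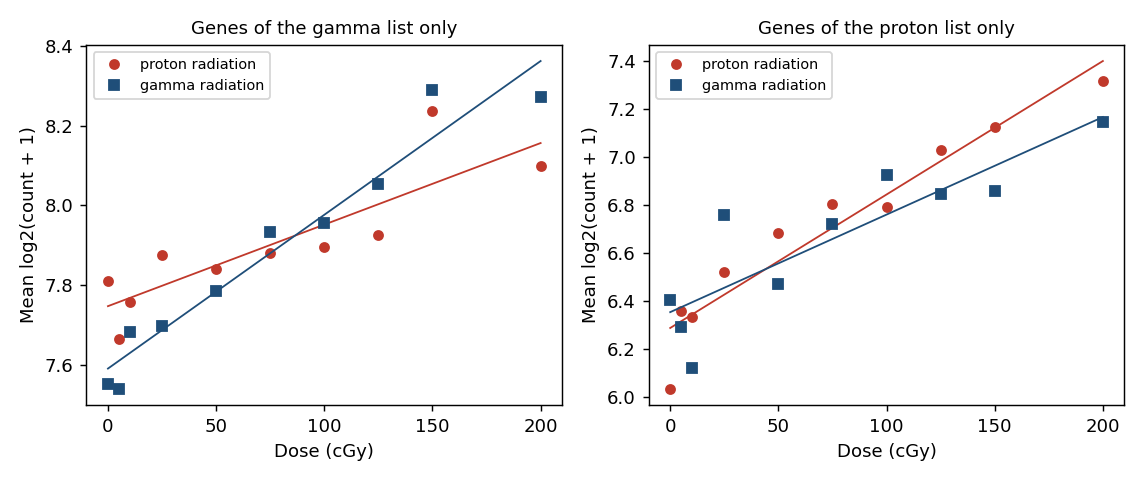
Mean log2(count + 1) of the genes found only in the gamma list and only in the proton list, plotted against dose in cGy, with 1 point per mouse and least-squares lines. The lines rise in both radiation types, by 0.20 and 0.39 per 100 cGy for the gamma-only genes and by 0.55 and 0.41 for the proton-only genes.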

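The exact permutation test called 18 genes as increasing with both radiation types, and 17 of these are in both of the paper's lists. With edgeR, 176 genes increased with both types, out of 210 after proton and 714 after gamma radiation. Aen, Mdm2, Ccng1 and Igf2r were among the 5 increasing genes with the smallest edgeR p for both types. Aen (ENSMUSG00000030609, chromosome 7 of mm9, 86040740 to 86056095) rose by 0.99 per 100 cGy of protons (standard error 0.09, edgeR adjusted p = 1.0e-05). Its gamma slope was also 0.99 (standard error 0.09, edgeR adjusted p = 1.4e-05). Mdm2 (ENSMUSG00000020184, chromosome 10, 117125944 to 117147814) rose by 0.40 and 0.42 per 100 cGy of protons and gamma rays, and its count followed the order of the doses with a rho of 0.997 and 0.985. Btg2, one of the 5 for proton radiation, rose by 0.91 per 100 cGy of protons and by 0.48 per 100 cGy of gamma rays (unadjusted p of the edgeR slope difference 0.0180, adjusted p 1.00).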

A total of 19 genes were upregulated by both types of radiation at this false discovery rate (Table 2 and S5 Table). 

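The exact permutation test found 0 genes that decreased with proton dose at an adjusted p of 0.1, with 718 at an unadjusted p under 0.05. After gamma radiation it found 54 decreasing genes, with 1163 at an unadjusted p under 0.05. With edgeR, 21 genes decreased after proton radiation and 290 after gamma radiation, and 10 of these decreased with both types. Of 100 orders of the doses, the real one included, 11 gave as many decreasing genes for proton radiation and 1 for gamma radiation. The 21 decreasing proton genes therefore cannot be told apart from chance as a number. The gamma genes with the smallest p-values were Jup, Dhrs3, Nfix, Zhx2 and Ado. Nfix (ENSMUSG00000001911, chromosome 8, 87223775 to 87324243) had a gamma slope of -0.44 per 100 cGy (standard error 0.08, edgeR adjusted p = 0.00632) and a rho of -0.988 with gamma dose (exact permutation test, adjusted p = 0.0121). After proton radiation its slope was -0.26 (standard error 0.08, edgeR adjusted p = 0.114). Dhrs3 fell by 0.61 per 100 cGy of gamma rays, Jup by 0.48, Zhx2 by 0.31 and Ado by 0.27. With protons Dhrs3 and Jup fell by 0.32 and 0.25, but Ado had a slope of 0.06 (unadjusted p of the edgeR slope difference 2.3e-04, not passing after adjustment). After proton radiation, the genes with the smallest p-values were Rpl34-ps1, Clip2, Armc5, Gm10036 and Tnxb. Rpl34-ps1 is annotated as a pseudogene, and Gm10036 had a mean count of 5.6, close to the minimum of 5. Rpl34-ps1 fell by 0.72 per 100 cGy of protons but rose by 0.38 per 100 cGy of gamma rays (unadjusted p of the edgeR slope difference 1.1e-05, adjusted 0.149). Clip2 fell by 0.30 per 100 cGy with both radiation types (edgeR adjusted p = 0.0466 after proton and 0.0196 after gamma radiation). The 54 genes had a median transcript GC content of 56.7%, against 50.4% for all tested genes, and after a correction of each library for GC content and gene length, 8 of the 54 genes passed the edgeR threshold, against 34 before, while their median gamma slope moved from -0.29 to -0.24.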

We detected no downregulated genes.

**Table 1:** Number of dose-responsive genes at different *q*-value cut-offs.

*q*-value cut-off	Gamma		Proton	
	# of genes	Average fold change	# of genes	Average fold change
**0.5**	3214	1.008	218	1.011
**0.4**	2310	1.009	94	1.016
**0.3**	1578	1.009	69	1.018
**0.2**	831	1.01	48	1.021
**0.1**	194	1.013	29	1.024
**0.05**	54	1.014	20	1.027

**Table 2:** Dose-responsive genes to both gamma and proton radiation.

Gene symbol	Gene name
Aen	apoptosis enhancing nuclease
Dcxr	dicarbonyl L-xylulose reductase
Ddx3x	DEAD/H (Asp-Glu-Ala-Asp/His) box polypeptide 3, X-linked
Trp53inp1	transformation related protein 53 inducible nuclear protein 1
Cdkn1a	cyclin-dependent kinase inhibitor 1A (P21)
Eif2ak2	eukaryotic translation initiation factor 2-alpha kinase 2
Ccng1	cyclin G1
Commd3	COMM domain containing 3
Ddit4l	DNA-damage-inducible transcript 4-like
Gtse1	G two S phase expressed protein 1
Ephx1	epoxide hydrolase 1, microsomal
Mdm2	transformed mouse 3T3 cell double minute 2
Cd80	CD80 antigen
Eda2r	ectodysplasin A2 receptor
Igf2r	insulin-like growth factor 2 receptor
Ano3	anoctamin 3
Bax	BCL2-associated X protein
Slc19a2	solute carrier family 19 (thiamine transporter), member 2
9030617O03Rik	RIKEN cDNA 9030617O03 gene

**Fig 2:**
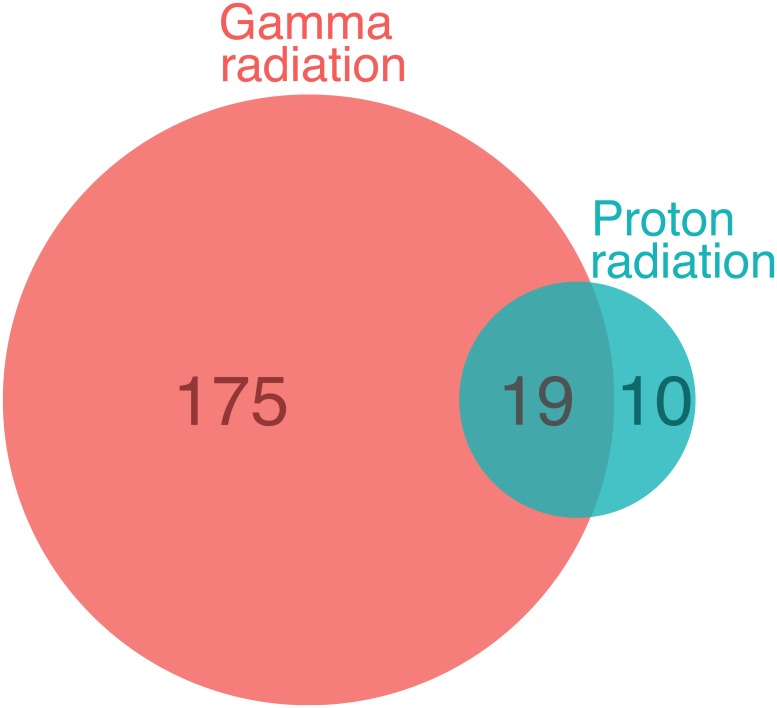
Comparison of the number of dose-responsive genes. A Venn-diagram of genes that present a dose-dependent increase in expression in response to gamma and proton radiation at *q*-value ≤ 0.1 is shown.

#### Magnitude of the dose-response

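The edgeR slopes of the listed genes give their magnitude in both radiation types. The 29 genes of the proton list had a median slope of 0.79 per 100 cGy after proton radiation, with a range of 0.13 to 2.13, and 28 of the 29 also had a slope above 0 after gamma radiation, with a median of 0.69. The 192 tested genes of the gamma list had a median slope of 0.34 after gamma radiation, with a range of 0.05 to 1.83, and a median of 0.20 after proton radiation, where 182 of the 192 slopes were above 0. No gene of either list had a proton slope that differed from its gamma slope at the adjusted p of 0.1 in edgeR, whether adjusted over all genes or over the list alone.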

The magnitude of the change in dose-dependent gene expression differed between proton and gamma radiation. Proton radiation caused a more pronounced upregulation on average among the 29 dose-dependent genes than gamma radiation among its 194 dose-dependent genes. This is illustrated by a right shift of the cumulative frequency distribution of proton radiation responsive genes relative to gamma radiation responsive genes (Fig 3). However, a direct comparison of the 19 genes (Table 2) that were responsive to both types of radiation showed that their dose response curves were virtually superimposable (Fig 4). These common genes were amongst those with the most pronounced upregulation. They are involved in various cellular functions (i.e. enzyme, transporter, transmembrane receptor) related to radiation responsive pathways including apoptosis, cell cycle progression and antioxidant defense and distributed across different cellular localization (i.e. nucleus, cytoplasm, plasma membrane).

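The 2 lists were also followed in the other radiation type. The proton list had a mean expression ratio of 2.22 ± 1.03 (SD over 9 doses) after gamma radiation, and the gamma list had a mean ratio of 1.31 ± 0.301 (SD over 9 doses) after proton radiation. The lists differ in length, and when the gamma list was restricted to the 29 genes with the smallest p in the exact permutation test, its mean ratio after gamma radiation was 2.00 ± 0.793 (SD). At 200 cGy, the median ratio over genes was 2.86 for the proton list after proton radiation and 1.53 for the gamma list after gamma radiation. At 5 cGy the corresponding medians were 1.08 and 0.984.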

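For the 19 genes of Table 2, the per-mouse mean log2(count + 1) rose by 0.91 per 100 cGy of protons (permutation test with 100000 dose orders, two-sided, p = 2e-05) and by 1.02 per 100 cGy of gamma rays (p = 0.00023, same permutation test). These genes were chosen for a rise with both types in the same mice, so these p-values are no independent test. The difference, proton minus gamma, was -0.11 (exact permutation test over every swap of the proton and gamma mouse within doses, two-sided, p = 0.439, adjusted 0.703 over 16 gene sets). With the pair of mice of each dose left out in turn, the difference ranged from -0.16 to -0.02. Over 0 to 125 cGy the slopes were 1.06 after proton and 1.32 after gamma radiation. Their difference there was -0.26 (exact permutation p = 0.195, adjusted 0.708). In the edgeR test of single genes, 0 of the 19 genes had slopes that differed between types, and 0 had an unadjusted p under 0.05 for the difference. Of the alternatives on the same dose scale that used all mice, averaging the edgeR slopes of the 19 genes moved the difference most, to -0.05. From the dose response curves, the paper concludes that the genes shared by both radiation types responded alike. It reports the same from RT-PCR of Aen, Cdkn1a, Ephx1 and Slc19a2 in the aorta and, where they were expressed, in other tissues.

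**Figure D4:**
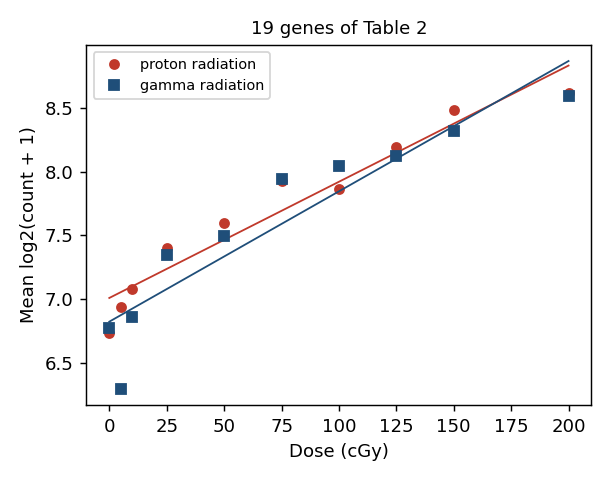
Mean log2(count + 1) of the 19 genes of Table 2, plotted against dose in cGy for proton and gamma radiation, with 1 point per mouse and least-squares lines. The lines rise by 0.91 and 1.02 per 100 cGy.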

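The 19 shared genes had a median edgeR slope of 0.82 per 100 cGy after proton radiation and of 0.91 after gamma radiation. The 173 tested genes found only in the gamma list had medians of 0.18 after proton radiation and 0.30 after gamma radiation. For the 10 genes found only in the proton list, the medians were 0.31 and 0.23. All 19 shared genes had slopes above 0 with both types, and 18 of them after proton radiation and 19 after gamma radiation passed the edgeR threshold of 0.1. The mean expression ratio at 200 cGy was 5.42 after proton and 5.07 after gamma radiation.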

**Fig 3:**
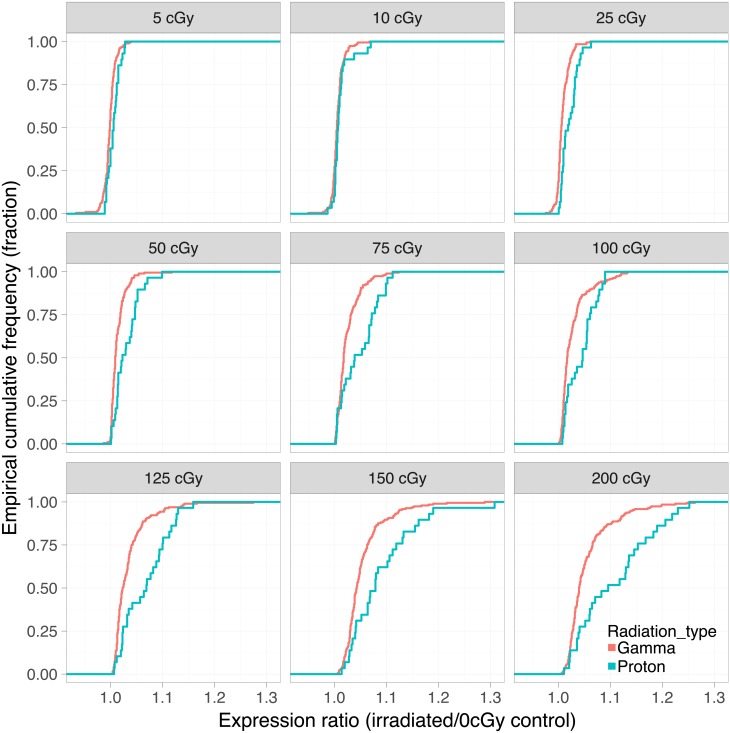
Comparison of the dose response. Empirical cumulative frequency distributions of the gene expression ratios (gene expression at each physical dose over the gene expression at 0 cGy) are plotted for gamma and proton radiation.

**Fig 4:**
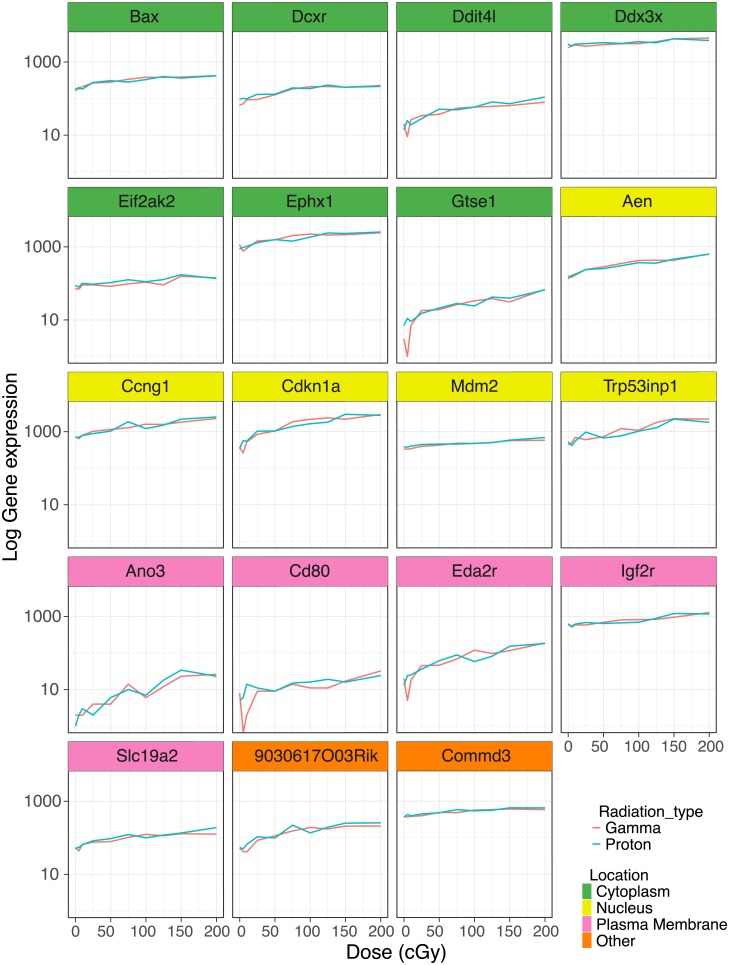
Highly dose-responsive genes upregulated by both proton and gamma radiation. Expression profiles of genes that showed a significant dose-dependent response in the trend analysis (*q*-value ≤ 0.1).

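Cdkn1a (ENSMUSG00000023067, chromosome 17 of mm9, 29227924 to 29237667) had a slope of 1.39 per 100 cGy of protons (standard error 0.22, edgeR adjusted p = 0.00518) and 1.59 per 100 cGy of gamma rays (standard error 0.24, edgeR adjusted p = 0.00214). Ephx1 (chromosome 1, 182906286 to 182951035) had slopes of 0.79 and 0.71, and Slc19a2 (chromosome 1, 166179177 to 166195516) of 0.82 and 0.69. The steepest of the 19 genes was Ano3, with 2.13 and 1.83, at a mean count of 10.1 per mouse. Eda2r followed with 1.57 and 1.73. The count of Aen rose from 133 in the sham-irradiated mouse to 621 at 200 cGy of protons and from 160 to 634 with gamma rays. For all 6 of these genes, the unadjusted p of the edgeR slope difference was 0.414 or more.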

#### Validation

We validated the dose-dependent effects of gamma and proton radiation on the expression of the four most highly responsive genes—Aen, Cdkn1a, Ephx1 and Slc19a2 –in the aorta by quantitative RT-PCR. All genes produced a *q*-value of ≤ 0.1 in the trend analysis confirming their dose responsiveness (Fig 5). Again, photon and proton induced expression changes were virtually superimposable.

**Fig 5:**
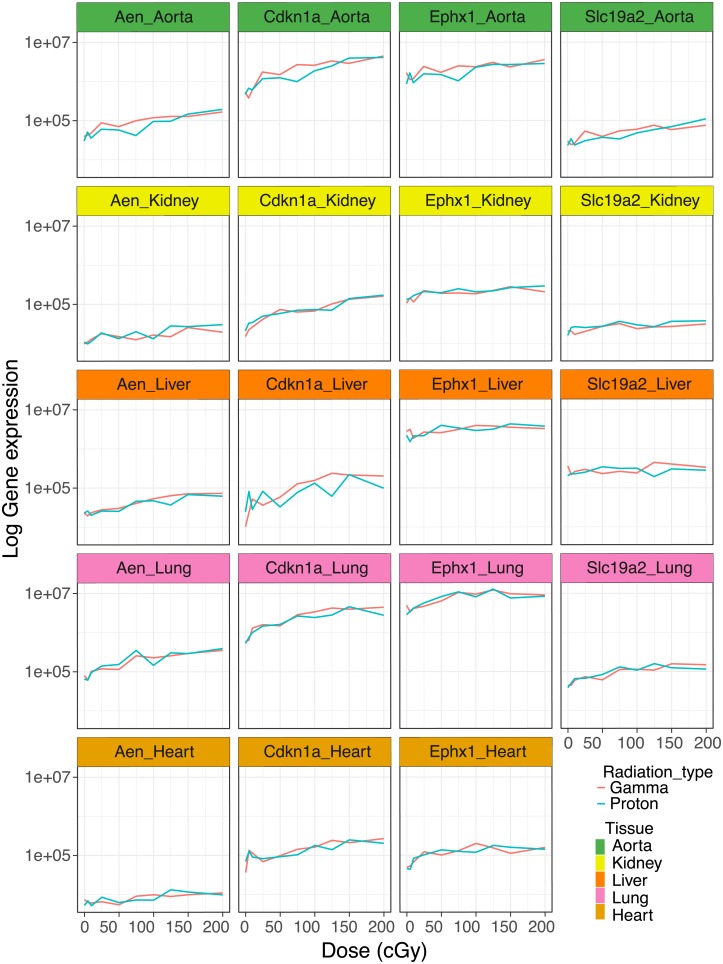
Validation of gene expression. Dose-dependent effects of gamma and proton radiation on Aen, Cdkn1a, Ephx1 and Slc19a2 expression in aorta, kidney, lung and heart. Gene expression was measured by quantitative RT-PCR.

### Dose-response across tissues

We conducted expression analyses on the four most responsive genes—Aen, Cdkn1a, Ephx1 and Slc19a2 –also in liver, lung, kidney and heart, to assess whether the similarity in the dose response relationship between proton and gamma radiation was tissue specific. Aen, Cdkn1a, Ephx1 were detectable in these tissues and showed a robust dose-dependent upregulation with a *q*-value of ≤ 0.1 in the trend analysis. Slc19a2 was not expressed in the heart at baseline and we did not observe induction by irradiation (Fig 5). Again, the slope of the proton response was virtually identical to that of the gamma radiation response.

### Biological pathways impacted by gamma or proton radiation

The canonical biological pathways enriched for genes that were dose-responsive to gamma or proton radiations (*p* ≤ 0.01) are reported in Fig 6. 

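A list of p53 target genes was followed, since the pathway enrichment rests on the Ingenuity Knowledge Base, which was not used here. The mean log2(count + 1) of the 34 tested genes rose by 0.66 per 100 cGy of protons (permutation test with 100000 dose orders, two-sided, p = 2e-05) and by 0.71 per 100 cGy of gamma rays (p = 0.00025, same permutation test). Slopes above 0 were found for 33 of the 34 genes after proton radiation and for 34 after gamma radiation. The median edgeR slope was above those of all 10000 random gene sets of the same size and expression in both types, as a description of these mice. The slope difference was -0.05 (exact permutation test over swaps within doses, two-sided, p = 0.666, adjusted 0.786 over 16 gene sets). Over 0 to 125 cGy it was -0.19 (same permutation test, p = 0.266, adjusted 0.708). After the correction for GC content and gene length, the median edgeR slopes were 0.57 after proton and 0.58 after gamma radiation.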

Pathways common to both radiation types were related to p53 dependent apoptosis pathways (p53 signaling, apoptosis signaling, PI3K/AKT signaling, myc mediated apoptosis signaling, aryl hydrocarbon receptor signaling) and p53 independent apoptosis pathways (tumor necrosis factor receptor (TNFR) signaling, granzyme B signaling, signal transducer and activator of transcription 3 (STAT3) pathway, glucocorticoid receptor signaling, death receptor signaling, sumoylation pathway). Both types of radiation also effected DNA damage and cellular stress (cell cycle: G2/M DNA damage checkpoint regulation, ataxia telangiectasia mutated (ATM) signaling and D-glucuronate degradation I) and inflammation (NF-kB and toll like receptor pathways) (Fig 6).

**Fig 6:**
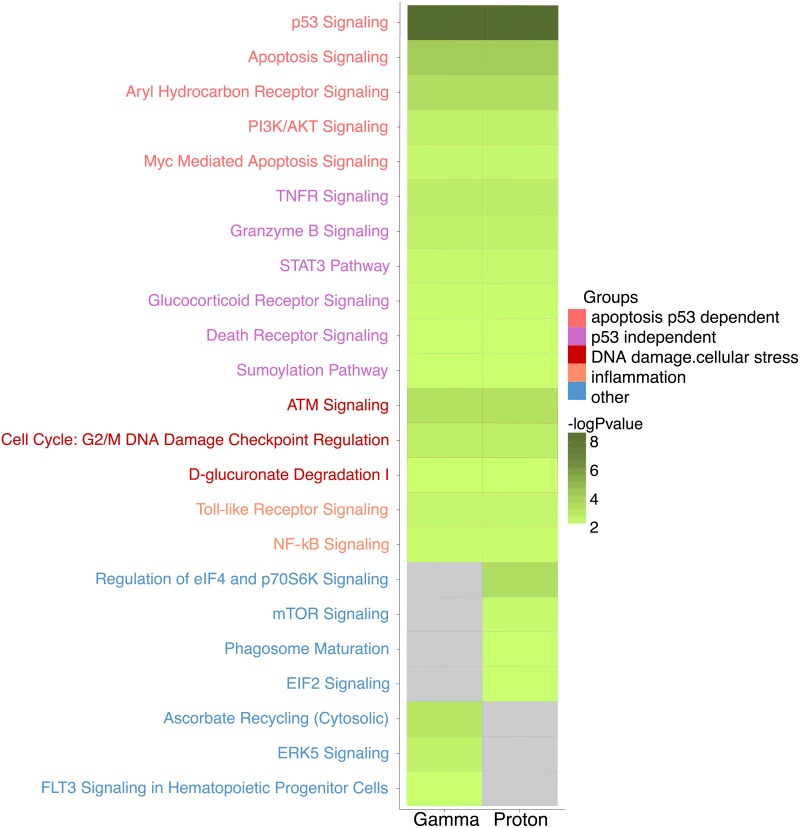
Pathway analysis. Common canonical pathways enriched by genes that present a dose-dependent increase expression in response to gamma and proton radiation. (log *p*-value<2 is interpreted as no enrichment; grey color).

Although we biased our enrichment analysis against detecting differences by using the 300 most dose-responsive genes of both radiation types regardless of false discovery rate thresholds, we found pathways that were unique to one radiation type. Pathways enriched only by the genes responding to proton radiation were primarily related to cellular growth and stress (eukaryotic initiation factor (eiF2 and eiF4) and mechanistic target of rapamycin (mTOR) pathways) and to the cellular immune response (phagosome maturation pathway) (Fig 6). 

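The 12 genes of the paper's lists that belong to eukaryotic initiation or elongation factors, their kinases, ribosomal proteins or mTOR were followed in both radiation types. Slopes above 0 were found for 10 of the 12 genes after proton and for 11 after gamma radiation. Their mean log2(count + 1) rose by 0.14 per 100 cGy of protons (permutation test with 100000 dose orders, two-sided, p = 0.0003) and by 0.16 per 100 cGy of gamma rays (p = 0.00017, same permutation test). The slopes differed by -0.02, proton minus gamma (exact permutation test over swaps within doses, two-sided, p = 0.238, adjusted 0.477 over 16 gene sets). Eif2ak4 rose by 0.32 per 100 cGy of protons (edgeR adjusted p = 0.0623) and by 0.23 per 100 cGy of gamma rays (edgeR adjusted p = 0.0899). Its rho with dose was 0.976 and 0.503. Eif2ak2 rose by 0.43 and 0.47, Eif4b by 0.12 and 0.18, and Mtor by 0.16 and 0.23, with edgeR adjusted p-values for Mtor of 0.518 and 0.197. All 76 tested genes for ribosomal proteins together rose by 0.04 after proton radiation (permutation p = 0.0379, two-sided) and by 0.05 after gamma radiation (permutation p = 0.118). The median edgeR slope of the 12 genes was 0.12 after proton and 0.13 after gamma radiation over all doses, and 0.05 and 0.12 over 0 to 125 cGy. After the correction for GC content and gene length it was 0.11 after proton and 0.07 after gamma radiation. The gene list was taken from the genes called by the paper, and the pathway enrichment itself was not repeated.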

Gamma radiation induced a pathway that related to the broader response to oxidative stress (ascorbate recycling pathway) and was not enriched following proton radiation, although individual oxidant stress response genes were clearly upregulated by protons. 

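Among the genes of the paper's lists, Glrx and Gsto1 take part in the recycling of ascorbate. Their mean log2(count + 1) rose by 0.19 per 100 cGy of gamma rays (permutation test with 100000 dose orders, two-sided, p = 0.00692) and by 0.06 per 100 cGy of protons (p = 0.818, same permutation test). Both genes were listed for their trend in the same gamma mice, so the gamma p is no independent test. The difference between the slopes was -0.13 (exact permutation test over swaps within doses, two-sided, p = 0.283, adjusted 0.503 over 16 gene sets). Over 0 to 125 cGy the order of the types changed, with slopes of 0.39 after proton and 0.28 after gamma radiation, but without the pair of mice at 75 cGy it did not, with slopes of 0.21 and 0.30. Neither gene passed the edgeR threshold after gamma radiation, where the slopes were 0.19 for Glrx (standard error 0.13, adjusted p = 0.507) and 0.17 for Gsto1 (standard error 0.18, adjusted p = 0.728). The proton slope of Glrx was 0.0042 (standard error 0.14), and its sign changed with the normalization. The proton mouse at 75 cGy had the highest value of this pair of genes, 1.06 above the mean of all mice on the log2 scale.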

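The 12 genes of the paper's lists that take part in angiogenesis, ERK5 or Flt3 signaling were followed in both radiation types, since the pathway enrichment itself was not repeated. Their mean log2(count + 1) rose by 0.41 per 100 cGy of gamma rays (permutation test with 100000 dose orders, two-sided, p = 0.00011) and by 0.21 per 100 cGy of protons (p = 0.0552, same permutation test). Slopes above 0 were found for 12 of the 12 genes after gamma radiation and for 11 after proton radiation. With counts divided by TMM library sizes the proton slope was 0.22 (permutation p = 0.048). The difference between the types, proton minus gamma, was -0.20 (exact permutation test over swaps within doses, two-sided, p = 0.0137, adjusted 0.0625 over 16 gene sets), for genes that were chosen from the paper's gamma list. Myocd rose by 1.05 per 100 cGy of gamma rays (standard error 0.26, edgeR adjusted p = 0.0357) and by 0.74 per 100 cGy of protons (standard error 0.27, edgeR adjusted p = 0.219). Sgk1 rose by 0.58 and 0.38, and Plcg1 by 0.28 and 0.01, with unadjusted p-values of 0.350 and 0.00403 for the edgeR slope difference and adjusted p-values of 1.00 for both. The proton slope of Plcg1 changed sign under some alternatives. After the correction for GC content and gene length, the median edgeR slopes of the 12 genes were 0.28 after gamma and 0.13 after proton radiation. Over 0 to 125 cGy they were 0.38 and 0.03.

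**Figure D5:**
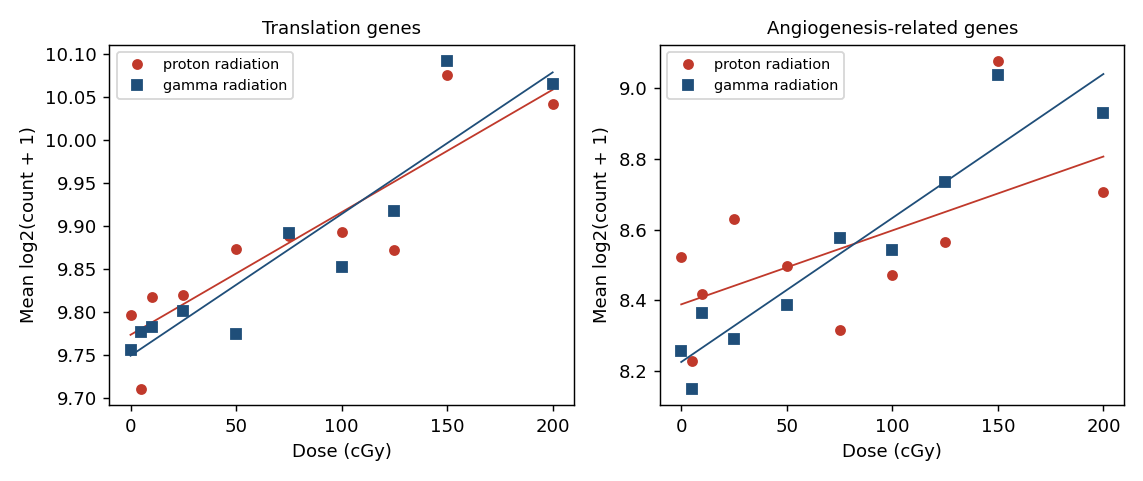
Mean log2(count + 1) of the 12 translation genes and the 12 angiogenesis-related genes, plotted against dose in cGy for proton and gamma radiation, with 1 point per mouse and least-squares lines. The lines rise by 0.14 and 0.16 per 100 cGy for the translation genes and by 0.21 and 0.41 for the angiogenesis-related genes.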

A vascular process that appeared to be particularly affected by gamma, but not proton radiation was angiogenesis related signaling (extracellular-signal-regulated kinase 5 (ERK5) and Fms like tyrosine kinase 3 (Flt3) pathways) (Fig 6).

## Discussion

Radiation induced cardiovascular disease is a recognized sequela of chest photon radiotherapy for conditions such as for mediastinal lymphoma, breast, lung and esophageal cancer [39]. The underlying pathophysiological mechanisms involve inflammatory processes in the micro- and macro-vasculature that accelerate atherosclerosis, cause microthrombi and occlusion of vessels, reduced vascular density, perfusion defects and focal ischemia [22,40,41]. Proton radiotherapy delivers a physical dose in a more targeted fashion than photon irradiation, reducing exposure of the surrounding tissues. However, it is largely unclear whether the biology of photon induced cardiovascular pathologies might similarly apply to proton radiation and adequately sized long-term follow-up studies to determine the cardiovascular hazard associated with proton therapy are not yet available. Gene expression profiles of irradiated tissues were previously shown to correlate with radiation dose [42–44] and to be predictive of acute radiotherapy-induced adverse effects [45]. Furthermore, gene expression profiling comparing relative biological effective-weighted doses of gamma and proton radiation revealed differences in the induction of pro-apoptotic p53-dependent and independent target genes in mice [30]. The aim of this study was to compare the vascular genomic response signatures to low doses of proton and gamma radiation administered to conscious animals, in order to predict how similar or dissimilar pathological vascular processes induced by both radiation types might be. This may not only be of relevance in radiation cancer therapy, but also for manned deep-space exploration, which will expose humans to particular radiation, including protons, that does not penetrate the Earth’s geomagnetic shield [46].

We used the aorta as an accessible surrogate tissue for the vascular system and focused on the early molecular radiation effects (4 hours following exposure), which precede the development of structural changes such as intimal hyperplasia or atherosclerosis. We selected a dose range of 0.5 to 200 cGy, which induces dose-dependent effects on the white blood cell counts in mice [29]. In human proton beam therapy, the heart and the left anterior descending coronary artery (LAD) is often exposed to doses within this range during the therapy of left-sided breast cancer [47]. During photon radiotherapy of patients with breast or chest wall cancer, the heart is usually exposed to higher doses—in the range of 3–17 Gy (total doses given in fractions of 1.8–2.0 Gy)–and the LAD to even higher doses [48]. However, epidemiological studies show an increased risk of cardiovascular disease already at markedly lower doses of photon radiation [49–51].

We made the following observations: First, proton radiation resulted in the activation of fewer dose-responsive genes than gamma radiation. For example, six times fewer genes were dose-responsive to proton radiation, when the false discovery rate was set at a *q*-value ≤ 0.1 (Fig 2, Table 1). Second, while fewer genes were upregulated by protons, their response was more pronounced on average (Fig 3). Proton radiation induced primarily known, highly radiation responsive genes. Similarly, the biological pathways affected by protons included predominantly canonical radiation response functions such as DNA repair, apoptosis, cell growth and inflammation, while gamma radiation induces not only more genes by number, but also a broader range of functions, including for example angiogenesis signaling (Fig 6). Third, protons and gamma photons both induced a common set of highly responsive genes, which showed almost perfectly superimposable dose-response relationships (Fig 4). We observed the same superimposable dose response relationship of gamma and proton radiations in a subset of genes not only in the aorta but also in liver, lung, heart and kidney (with the exception of Slc19a2, which was not expressed in the heart) (Fig 5).

Thus, we found both similarities and intriguing differences in the genomic response to equal physical doses of proton and gamma radiation. Both radiation types induced dose-dependently similar gene sets enriched in the functional categories p53 dependent apoptosis, p53 independent apoptosis, DNA damage, cellular stress and inflammation. DNA lesions induced by ionizing radiation include modifications of the nucleobases, single-strand and doubles strand breaks. The cell responds with activation of repair mechanisms or apoptosis. Thus, the activation of pathways related to p53 dependent apoptosis is consistent with previous reports showing that activation of p53 results in dramatically increased pre-mitotic apoptosis in tissues with a rapid turnover rate such as the hematopoietic system, the gastrointestinal epithelium and endothelial cells [52,53]. Indeed, both high dose of gamma and proton radiations induced a similar number of DNA repair foci in endothelial matrigel cultures, although proton radiation tends to produce larger repair foci, indicating a more complex DNA damage induced by particle proton radiation [54,55].

The activation of the TNFR signaling pathway, one of the apoptosis p53 independent pathways, has also been shown highly radiation responsive in many tissues and cells [56]. Consistent with the fact that inflammatory processes are involved in the initial events triggering atherosclerotic development after radiation exposure, we observed that inflammation associated pathways (NF-kB and Toll like receptor pathways) are sensitive to proton and gamma radiation exposure in a dosage-dependent manner [57]. Furthermore, our data confirmed that activation of the ATM kinase pathway is an early event in cellular responses to both gamma and proton irradiation [58,59].

The dose-dependent expression changes induced by exposure to both, proton or gamma radiation, suggest that at least some of the molecular damage caused in aortic cells *in vivo*, including DNA damage, is similar. Indeed, a previous comparison of higher equivalent doses of gamma and proton radiations show a similar effect of both radiations on pro-apoptotic p53-target genes in the spleens of treated mice [30]. However, as mentioned above, in mouse spleen gamma radiation uniquely triggered a pro-apoptotic expression profile while proton radiation triggered a stress-response that mediates apoptosis partially independent of the extent of DNA damage [30]. Here, applying lower energy doses, we did not observe this distinction. Both radiation types caused an increased expression of members of the Granzyme B Signaling pathway and Aryl Hydrocarbon Receptor Signaling pathways in the aorta, markers of a response independent of the extent of DNA damage.

In addition to these functional similarities in the response to proton and photon radiations, we also observed similar energy dose response relationships. Thus, the dose response curves of the 19 genes highly responsive to both radiation types were virtually identical. Several well-known radiation responsive genes are among those regulated by both radiation types. *Aen* has been identified as a nuclease that enhances apoptosis following ionizing irradiation [60] and shows dose dependent responses to photon radiation in human blood cells [61] and skin [62]. *Cdkn1a* is an inhibitor of G1/S cyclin-dependent kinases that plays a crucial role in the DNA damage signaling in response to radiation [63]. Cdkn1a protein expression has been reported to be upregulated in a dose dependent manner both by photon and proton radiation in human fibroblasts [64]. Moreover, Cdkn1a gene and protein expression are induced by both gamma and proton radiations in human lens epithelial cells [65]. *Ephx1* plays an important role in the detoxification of electrophiles and oxidative stress [66]. *Slc19a2* or thiamin transporter THTR1, together with Slc19a3/THTR2, transports thiamin into the cell [67]. Slc19a2/THTR1 has been shown to be up-regulated in breast cancer [68] and its expression seems to have a negative effect on tumor specific radiosensitization [69].

We also detected pathways that were differentially activated by both radiation types. Pathways related to cellular growth and cellular stress (eiF2, eiF4 and mTOR pathways) [59] and to cellular immune response (phagosome maturation pathway) were enriched uniquely by proton radiation [28,70]. Pathways related to cell death (ERK5 and Flt3 pathways) and to oxidative stress (ascorbate recycling pathway) were enriched uniquely by gamma radiation. Indeed, microvascular cell death is thought to be an important component of the ischemic injury that initiates radiation-induced inflammatory processes and leads to tissue fibroses [71,72]. Activation of Flt-3 pathway is thought to provide radioprotection to hematopoietic progenitor cells [73,74] and reactive oxygen species produced by xanthine oxidase following gamma radiation may contribute to endothelial dysfunction and increased vascular stiffness [75]. An effect of gamma radiation on ascorbate recycling pathway has not been previously reported.

Proton radiation has been shown to have no effect on or to inhibit angiogenesis related processes while gamma radiation increases expression of angiogenic factors in isolated cells [31,54,76,77]. Here—in the adult vasculature—an impact on angiogenic signaling was primarily seen with gamma radiation.

Our study has limitations. The gene expression profiles were generated from male, adult mice from a single strain in response to low doses of a single radiation exposure after a short period of time (acute response). Since the gene expression analyses were done on the whole aorta which contains several cell types, we cannot determine cell type specific changes in gene expression. Irradiation-induced cardiovascular pathologies are noted long (often years) after irradiation therapies. The early gene expression responses detected in our study may not be directly related to such delayed vascular pathologies but may represent early events that could predispose to cardiovascular side-effects. The study utilized whole body irradiations of animals. This is not a representation of a possible radiotherapy scheme as multiple organs, including circulating lymphocytes will be affected. This in turn can lead to formation of circulating pro-inflammatory mediators that may modulate gene expression in the vasculature.

In conclusion, our RNA sequencing-based expression analysis profiled the changes in aortic gene expression dose response of gamma and proton radiation exposure. Despite the activation of core pathways of the cellular response by both radiation types, we detected marked differences in the genomic response. It seems plausible that these genomic differences may translate into differences in the biological processes leading to cardiovascular pathologies. Thus, our data justify investment in mechanistic research in model organisms, such as models of atherogenesis or vascular injury, to address the potential differential effects of gamma and proton radiation on cardiovascular outcomes.

## Supporting information

S1 Table List of the top 300 genes that present a dose-dependent increase expression in response to proton radiation sorted by *q*-value. 

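The false discovery rates in this table rank the genes by the paper's trend analysis of the proton mice. The Spearman rank correlation of the deposited counts with proton dose was at least 0.697 for the 300 genes, with a median of 0.770. Among the 184 genes without tied counts, each of the 25 levels of the correlation carried a single false discovery rate of the paper.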

(XLSX) Click here for additional data file.

S2 Table List of the top 300 genes that present a dose-dependent increase expression in response to gamma radiation sorted by *q*-value. 

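The table holds 301 gene symbols with the false discovery rates of the paper's trend analysis in the gamma mice. Their rank correlation with gamma dose was at least 0.818, with a median of 0.875. Among the 202 genes without tied counts, each of the 15 levels of the correlation carried a single false discovery rate of the paper.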

(XLSX) Click here for additional data file.

S3 Table List of 194 genes that present a dose-dependent increase expression in response to gamma radiation at *q*-value ≤ 0.1. (XLSX) Click here for additional data file.

S4 Table List of 29 genes that present a dose-dependent increase expression in response to proton radiation at *q*-value ≤ 0.1. (XLSX) Click here for additional data file.

S5 Table Expression of the dose-responsive genes to both gamma and proton radiation, at *q*-value ≤ 0.1. 

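The values in this table are the counts of the 19 genes in the 20 mice. All 20 values of all 19 genes are the same as in the deposited count table, so these are counts after the authors' resampling and before any scaling by TMM.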

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

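Aortic RNA was compared in 20 male C57BL/6 mice, 10 exposed to protons and 10 to gamma rays, with 1 mouse at each of 10 doses from 0 to 200 cGy in each radiation type. The authors prepared stranded, polyA-selected libraries, aligned paired reads of 100 bases with STAR to mm9 and resampled them to a common depth with PORT. They deposited the resulting read counts per gene on the sense strand, as 1 table of 21078 genes, and no further scaling of these counts was found in the values. Every gene identifier of the table was found in GENCODE M1, which is built on the same genome assembly. The intervals in the table begin 202 bases before and end 202 bases after those of the annotation, and coordinates are given from the annotation. Of the gene symbols, 82 were used by more than 1 gene, and the gene with the higher mean count was taken where a list gives only the symbol.

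Counts per mouse had a median total of 6056776. A share of 4.95e-05% of a library, or 3 counts, was taken as the smallest that the depth can show, which covers counting error only. Genes with a mean count of at least 5 over the 20 mice were tested, 13124 in all.

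The dose slope of each gene was tested in edgeR 4.0.16 with TMM normalization, robust quasi-likelihood fits and a separate intercept and slope for each radiation type, and the difference between the slopes was tested in the same model. A further edgeR model compared proton with gamma mice with dose as a block. The trend test was an exact one-sided permutation test of the Spearman rank correlation between count and dose over all orders of the doses, in each radiation type by itself. The paper's methods name the number of steps in the same direction and the slope of a fitted line, with the maximum over all genes in each permutation. As alternatives, the steps and the slope were tested gene by gene with Benjamini-Hochberg adjustment. The maximum over all genes was run for the rank correlation only, over 100 permutations. The paper's combination of these statistics with the maximum was therefore not run. The rank correlation was taken as the main statistic because genes of the same rank correlation share 1 false discovery rate in the paper's supplementary tables. Adjusted p-values are by Benjamini-Hochberg with a threshold of 0.1.

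Gene sets were scored by the mean of log2(count + 1) in each mouse. Their slopes were tested with 100000 dose orders, two-sided, and the difference between radiation types by an exact two-sided test over every swap of the proton and gamma mouse within doses, for 16 sets. The sets, the comparisons and most alternatives were fixed before the data were examined. The exceptions, fits of genes and of gene sets to 0 to 125 cGy only, for the sets also without the pair at 75 cGy, and a fit with a brown fat marker score as a covariate, were chosen after the data were seen. The other alternatives were DESeq2 1.42.0 with its size factors, library sizes without TMM, filters at 1 count and at a mean count of 50, dose as a rank and as log2(dose + 1), 1 surrogate variable from sva 3.50.0, a correction for gene length and GC content, other thresholds and trend statistics, a pseudocount of 10, and leaving out each mouse or pair of mice. Genes named in the text are the genes of the paper's proton list, the members of the gene sets, the 5 increasing and 5 decreasing genes with the smallest edgeR p for each radiation type, and the 5 with the smallest p for the slope difference.

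The tests were tried on simulated data of the same size, with 200 changed genes for each radiation type. The edgeR slope recovered 74.0% of them for proton and 71.5% for gamma radiation, with 9.2% and 9.49% false calls. The exact trend test recovered 46.5% and 46.0%, with 14.68% and 10.68% false calls. Of 50 genes with a simulated slope difference, 82.0% were recovered. These genes had slopes of opposite sign in proton and gamma mice, so this share does not hold for smaller differences. In the real data the median slope difference, proton minus gamma, was -0.12 for the gamma list and 0.06 for the proton list. Simulated counts were drawn independently for each gene, without the GC step. The simulation therefore does not show how many real differences could be missed. The simulation was altered once after its first run, for the comparison at matched dose. There, genes with opposite slopes counted neither as changed nor as false calls, and 80.0% of 50 genes with a constant shift were recovered. Calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The pathway enrichment, the RT-PCR measurements, antisense reads and intron counts were not analysed here.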

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

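The tests in this part were chosen after the results they bear on were seen, with 2 exceptions. These are those of the glucocorticoid genes over all doses without the 75 cGy pair and after the correction for GC content, and that of the gamma-only genes at held-out doses.

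The proton mouse at 75 cGy lay far from the other 9 proton mice. Its counts summed to 6051657 (others 6056149 to 6057967), it had 16949 genes with a count (others 16031 to 16375), and its most counted gene took 1.28% of the counts (others 1.98% to 2.60%). Its 10 most counted genes took 5.96% (others 8.99% to 10.0%), and its median rank correlation with the other libraries was 0.953 (others 0.971 to 0.974). On the log2 scale, relative to the mean of all mice, the ascorbate genes were at 1.06 (others -0.36 to 0.16), the white fat markers at 2.49 (others -1.10 to 0.79) and the smooth muscle markers at -0.62 (others -0.13 to 0.23). In the gamma mice, the mouse at 100 cGy stood apart, with brown fat markers at 1.54 (others -1.03 to -0.10) and white fat markers at 1.22 (others -0.94 to 0.15). In all, 46 groups of 10 mice were examined, of which chance alone would single out about 2.3, and 10 were found. A candidate explanation for the proton mouse at 75 cGy is fat and muscle tissue beside the aorta. Of 20 marker genes of these tissues, 16 had their highest proton count in this mouse, namely 7 of 8 white fat, 7 of 8 brown fat and 2 of 4 skeletal muscle markers. The white fat score was among the values that set this mouse apart, and such markers vary together, so this count describes the mouse and is no independent test of the explanation. Its 10 most counted genes took less of the library than in the others, which goes against a few dominant genes. Its total differed from the proton median by -0.08%, but all totals were set by the resampling, so the original sequencing depth cannot be excluded. Its GC measure, 0.0267, lay inside the range of the mice at 0 to 125 cGy. The gamma mouse at the same dose had a brown fat score of -0.237 relative to the median of the gamma mice, which goes against a response shared by both types at 75 cGy. A response to protons alone cannot be excluded with 1 mouse. For the gamma mouse at 100 cGy, the proton mouse at the same dose had brown fat markers at -0.97 and white fat markers at -0.24, and its own GC measure, 0.144, lay inside the range of the other mice at 0 to 125 cGy. No further explanation was tested for it.

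Slopes differed between the radiation types, by the exact permutation test over swaps within doses, for 5 of 16 gene sets at an unadjusted p under 0.05. After adjustment over the 16 sets, all of these except the white fat markers passed 0.1, the threshold used for genes, and of the 5 the gamma-only genes alone passed 0.05. Over 0 to 125 cGy, 2 of the 5, the gamma-only and the angiogenesis genes, kept an unadjusted p under 0.05 (exact permutation p = 0.0156 for both), and none of the 16 sets passed 0.1 after adjustment (0.125 for both). With the pair at 75 cGy also left out, the glucocorticoid and skeletal muscle sets joined them (exact permutation p of 0.0312 to 0.0469, adjusted 0.167 to 0.188). The gamma-only genes differed by -0.18, proton minus gamma (exact permutation p = 0.00195, adjusted 0.0312). These genes were chosen by their gamma trend in the same mice. When genes were chosen in the gamma mice at 5 of the doses and compared at the other 5, the mean difference was -0.071, with exact permutation p-values of 0.0625 and 0.125 for the 2 sets of doses, where 0.0625 is the smallest that 32 swaps can give. Genes chosen in the same way in the proton mice differed by -0.07 and 0.0025. Since these comparisons cannot reach 0.05, they leave open how much of the pattern comes from the choice of the genes. The angiogenesis genes, also chosen from the gamma list, differed by -0.20 (exact permutation p = 0.0137, adjusted 0.0625). The correction for GC content and gene length moved their median edgeR slope from 0.34 to 0.28 after gamma and from 0.22 to 0.13 after proton radiation.

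The 12 glucocorticoid-induced genes rose by 0.67 per 100 cGy of gamma rays, with 12 of 12 edgeR slopes above 0, and by 0.14 per 100 cGy of protons, with 9 of 12. The difference was -0.53 (exact permutation p = 0.0117, adjusted 0.0625). Over 0 to 125 cGy, they rose by 0.81 per 100 cGy of gamma rays and by 0.23 per 100 cGy of protons, and the difference was -0.58 (exact permutation p = 0.0781, adjusted 0.417). With the pair at 75 cGy also left out, the difference was -0.67 (exact permutation p = 0.0312, adjusted 0.167). Over all doses but 200 cGy, the difference was -0.35 (exact permutation p = 0.043). With any other pair left out it was between -0.66 and -0.50, so its size depended most on the pair at 200 cGy. The exact permutation p was 0.0117 without the pair at 75 cGy, which lies near the mean dose and has little weight in a slope. After the correction for GC content and gene length, the median gamma minus proton edgeR slope was 0.285, against 0.313 before. The paper states that both radiation types were given at the same time of day, within a window of several hours, and in randomized order. It does not give the time for each mouse. The mean of 14 clock genes did not differ in slope (exact permutation p = 0.781). Clock genes of opposite phase cancel in such a mean, but for the single genes the smallest unadjusted p of the edgeR slope difference was 0.212, for Bhlhe41. Within the gamma mice, 3 of the 14 passed the edgeR threshold, with slopes of 0.77 for Per1 (adjusted p = 0.0945), 0.26 for Clock (adjusted p = 0.0928) and -0.33 for Bhlhe41 (adjusted p = 0.0778), and the slopes of Dbp and Npas2 were -0.48 and -0.37 (unadjusted p = 0.0437 and 0.0428 in edgeR). Within the proton mice 0 of the 14 passed, with a slope of 0.28 for Clock (adjusted p = 0.133). Only 1 clock gene passed after gamma radiation once GC content and gene length were corrected for. A difference in clock genes between the radiation types was not shown, but a shift in the time of tissue collection along the gamma doses cannot be excluded. A different release of glucocorticoids during exposure to the 2 sources may explain the pattern, as a hypothesis only. Handling that differed between the sources cannot be tested from these counts.

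The skeletal muscle markers differed by -0.65 (exact permutation p = 0.0156, adjusted 0.0625) and the white fat markers by -0.72 (exact permutation p = 0.0469, adjusted 0.15). The proton mouse at 75 cGy, near the mean dose, has little weight in these slopes over all doses and does not explain them. Over 0 to 125 cGy, where that mouse has more weight, the differences kept their direction but had no p under 0.05. They were -0.63 for skeletal muscle (exact permutation p = 0.383) and -1.10 for white fat (exact permutation p = 0.266), and without the pair at 75 cGy -0.96 (exact permutation p = 0.0469, adjusted 0.188) and -1.67 (exact permutation p = 0.0938, adjusted 0.292). The median edgeR slope of the skeletal muscle markers was -0.38 after proton and 0.09 after gamma radiation over all doses, and 0.38 and -0.20 over 0 to 125 cGy, so this measure, unlike the set score, changed the sign of the difference. That of the white fat markers was -0.41 and 0.29 over all doses, and 0.46 and 0.78 over 0 to 125 cGy, where the proton slope changed sign, again unlike that of the set score, which was -0.54 over all doses and -0.43 over 0 to 125 cGy. After the correction for GC content and gene length the median edgeR slopes were -0.39 and 0.14 for skeletal muscle and -0.44 and 0.21 for white fat. No biological explanation was tested.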

How the results depend on the processing

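The fits to 0 to 125 cGy only and with a brown fat marker score as a covariate were chosen after the data were seen. For every change below, the cause was not tested.

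In edgeR, the numbers of genes are given as increasing and decreasing after proton radiation, then increasing and decreasing after gamma radiation, against 210, 21, 714 and 290. With every gene that had at least 1 count they were 131, 8, 463 and 155. With dose as a rank they were 40, 1, 335 and 145, and with log2(dose + 1) 22, 0, 38 and 7. With 1 surrogate variable they were 525, 118, 1218 and 562. With the correction for gene length and GC content they were 74, 3, 142 and 77. At an adjusted p of 0.05 they were 74, 2, 339 and 96. With each radiation type fitted alone they were 32, 1, 928 and 596. At 0 to 125 cGy they were 13, 1, 29 and 5, and with the brown fat covariate 376, 196, 1091 and 488. DESeq2 gave 52 decreasing genes after proton and 449 after gamma radiation, and kept 204 of the 210 and 663 of the 714 increasing genes. The share of increasing genes after gamma radiation was 71.1% in edgeR and 60.4% with DESeq2. Without TMM or with a mean count of at least 50, the increasing numbers stayed within 1.5 times the values above. No scaling moved the median slope of all genes by 0.1 or more. The difference between slopes gave 0 genes under all alternatives run, with 254 at an unadjusted p under 0.05 in the edgeR test. At matched dose, DESeq2 gave 50 genes and the filter of at least 1 count gave 3, against 0, with 1032 at an unadjusted p under 0.05.

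Leaving out 1 mouse at a time, the increasing genes ranged from 28 to 547 after proton and from 54 to 941 after gamma radiation, and the decreasing genes from 1 to 97 and from 23 to 642. Matched-dose genes ranged from 0 to 20 when 1 pair was left out. In the trend test, increasing genes ranged from 1 to 15 after proton radiation and from 33 to 299 after gamma radiation, decreasing gamma genes from 4 to 100, and genes increasing with both from 1 to 18. No trend-test fit that left out a proton mouse reached the 26 genes found with all 10.

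In the trend test, an adjusted p of 0.05 gave 11 increasing proton genes, 86 increasing and 15 decreasing gamma genes, and 9 increasing with both. With the maximum statistic over all genes these were 5, 3, 5 and 1, and with the number of steps in the same direction 0 each. With TMM library sizes, 145 genes increased and 111 decreased after gamma radiation, so the share of increasing genes was 56.6% against 82.2%. The filter of at least 1 count gave 107 and 22, the slope on dose 670 and 104, and the slope on dose rank 589 and 99.

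The average ratio of the lists was 1.31 after proton and 1.07 after gamma radiation from log2(count + 1), and 5.24 and 2.08 at 200 cGy only. With the median over genes it was 1.86 and 1.24. The slope of the angiogenesis genes after proton radiation passed 0.05 with TMM library sizes, at 0.22 (permutation p = 0.048), and ranged from 0.12 to 0.27 when 1 mouse was left out. That of the ribosomal protein genes after proton radiation ranged from 0.031 to 0.045, and 8 of the 10 fits no longer passed 0.05. The other set slopes, that is translation, p53 targets, the gamma-only genes in proton mice and the proton-only genes in gamma mice, kept their direction and their side of 0.05 when each mouse was left out.

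Of 1050 comparisons for the slopes of 35 named genes, 914 kept direction and side of the threshold, 103 became weaker and 20 stronger, and 13 reversed, all in slopes near 0. The dose slope of Plcg1, proton mice only, was -0.000915 without TMM. It ranged from -0.0266 to 0.0366 when each mouse was left out, and was also below 0, at -0.00209, -0.000555 and -0.0150, without the proton mouse at 50, 100 and 150 cGy. The dose slope of Glrx, proton mice only, was -0.00443 with DESeq2 and -0.00750 without TMM. It ranged from -0.0836 to 0.0987 when each mouse was left out, and was also below 0, at -0.0828, -0.0156, -0.00648, -0.00609 and -0.00336, without the proton mouse at 10, 25, 75, 100 and 125 cGy.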

Differences from the paper's values

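No test in this part was chosen after a result was seen. For gamma radiation, edgeR called 714 increasing genes at an adjusted p of 0.1, and the paper's number is 194. Of the alternatives set before the data were examined that used all mice, the correction for gene length and GC content, with 142 genes, came within 1.5 times the paper's number, and the others did not. With 1 mouse left out at a time the number ranged from 54 to 941. For proton radiation, edgeR called 210 genes and the paper's number is 29. Dose as a rank (40), log2(dose + 1) (22) and each radiation type fitted alone (32) came within the same factor, and the others that used all mice did not. With 1 mouse left out at a time the number ranged from 28 to 547, which includes the paper's number.

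In the trend test at an adjusted p of 0.05, 86 genes increased after gamma radiation, against the paper's 54. Counts divided by TMM library sizes gave 44, within 1.5 times, and the other alternatives set before the data were examined did not close the gap. After proton radiation, 11 genes increased against the paper's 20. The slope on dose and the slope on dose rank gave 14 each, and the mean number of genes as extreme over 100 permutations divided by the number observed gave 22, all within 1.5 times, while the other alternatives were not. At an adjusted p of 0.5, 116 genes increased after proton radiation, against the paper's 218. Counts divided by TMM library sizes (167) and the filter at a mean count of 50 came within 1.5 times, and the other alternatives did not.

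The average expression ratio of the proton list was 2.86, and the paper's value is 1.024. For the proton list, the ratio of log2(count + 1) values, 1.31, was the only alternative set before the data were examined that came within 1.5 times. The ratio of the gamma list was 1.47, within 1.5 times the paper's 1.013. No change at all would also lie within 1.5 times both of the paper's values, so this factor says little here. The paper does not define its average fold change, which may be another measure.

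The paper states that no genes decreased. The trend test called 54 decreasing genes after gamma radiation and 0 after proton radiation, with 718 at an unadjusted p under 0.05 for proton radiation, and edgeR called 290 and 21. Of the paper's statistics, the slope on dose gave 104 decreasing gamma genes, and the number of steps in the same direction gave 0 decreasing genes but also 0 increasing genes. With the maximum of the rank correlation over all genes in each permutation, 5 genes decreased after gamma radiation. The maximum was not run for the slope or the steps.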

Other observations

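All tests in this part were chosen after the result was seen, except those of the spread between proton mice and of GC content for the p53 targets, the gamma-only genes and the 54 decreasing genes.

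The excess of increasing genes after gamma over proton radiation was 504 genes in edgeR and 224 in the trend test. Of 100 swaps of the proton and gamma mice within doses, the real one included, 1 gave an excess as large in edgeR and 5 in the trend test. Without the pair at 75 cGy the edgeR excess was 559, with 312 genes after proton and 871 after gamma radiation, and 2 of 100 swaps gave as large an excess. The median log2 ratio of residual variances, proton over gamma, was -0.07 without that pair (exact permutation p = 0.75) and 0.55 with it (exact permutation p = 0.434), so no larger spread between the proton mice was found outside that pair. The trend test, at 5 of 100, leaves chance open for its own excess.

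Doses were also reordered within each radiation type, in 100 orders with the real one included. As many increasing genes after proton radiation were found in edgeR in 11 orders, and as many decreasing genes in 11 orders, so these 2 numbers cannot be told apart from chance. For increasing and for decreasing genes after gamma radiation in edgeR it was 1 order each, the real one. For increasing proton genes, increasing gamma genes and decreasing gamma genes in the trend test it was also 1 order each. Of the swaps, 31 of 100 gave as many genes with a slope difference at an unadjusted p under 0.05 as the 254 found, and 12 of 100 as many as the 1032 at matched dose.

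The mice at 150 and 200 cGy differed from the others in GC measure, at -0.469 to -0.421 against -0.0177 to 0.364, and in the same measure for gene length, at 0.248 to 0.378 against -0.225 to 0.0106. Across 12581 genes, which are not independent replicates, dose slope and GC content had a Spearman correlation of -0.412 after proton and -0.40 after gamma radiation, and of 0.0519 and -0.0632 over 0 to 125 cGy. At 0 to 125 cGy, the expression profiles of the mice of one dose were no more alike than those of other pairings (exact one-sided permutation p = 0.628). In the GC measure itself, proton and gamma mice lay close together at 0 cGy (0.0496 and 0.0273), 5 cGy (0.324 and 0.364), 10 cGy (0.173 and 0.189) and 25 cGy (0.112 and 0.118), but apart at 50 cGy (-0.0177 and 0.187), 75 cGy (0.0267 and 0.176), 100 cGy (0.279 and 0.144) and 125 cGy (0.203 and 0.0437). These values do not settle whether libraries were prepared dose by dose. Totals of 4 of the 4 libraries lay outside the range of the other 16, by very small amounts, but totals after resampling do not show the original depth. For the fat markers 1 of the 4 lay outside, and for the share of the 10 most counted genes 0 of the 4. The step may come from dose or from a shared preparation of these 4 libraries, which the counts cannot separate, and RNA integrity was not analysed here.

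After the correction for GC content and gene length, 142 genes increased after gamma and 74 after proton radiation. Because the measure follows dose, the correction may remove effects of dose as well as bias, and the 2 cannot be told apart. The median gamma slope of the p53 targets was 0.576 after the correction and 0.551 before. After the correction, 20 of these genes passed the edgeR threshold after gamma radiation, against 24 before, and 19 after proton radiation, as before. Over 0 to 125 cGy, without the libraries of the GC step, their median slope was 0.68 after gamma and 0.74 after proton radiation. Their set score over these doses had the other order, with slopes of 0.95 after gamma and 0.76 after proton radiation. The rise remained after the correction and without these libraries, which argues against GC content as its cause in this set. The median slope of the gamma-only genes fell from 0.293 to 0.181 after gamma radiation, so the correction did not remove all of it. These genes were chosen for a rise in the same gamma mice, which by itself favours a slope above 0. The slope that remained therefore cannot exclude a technical difference between libraries. After proton radiation the median slope of these genes fell from 0.18 to 0.079. Between radiation types, slopes correlated across genes at 0.486 before the correction (Spearman) and 0.38 after it.

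Of the 54 genes that decreased with gamma dose in the trend test, 34 passed the edgeR threshold before the correction and 8 after it. Over all genes, the decreasing gamma genes went from 303 to 77. The median gamma slope of the 54 genes moved less, from -0.29 to -0.24, and was -0.28 over 0 to 125 cGy, so the loss of calls does not show that GC content or length produced the decrease. Their mean log2(count + 1) fell by 0.28 per 100 cGy of gamma rays and by 0.15 per 100 cGy of protons (permutation p = 0.0883, two-sided), and 51 of the 54 had slopes below 0 after proton radiation. A decrease restricted to gamma radiation was not shown, since the difference between types was not tested for these genes.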
